A study of Homo sapiens with 46 samples.

How the data were processed

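The data were single-cell transcriptomes of primary liver tumours, taken from 46 tumour samples. Per the labels, single cells prepared from biopsies were captured with the 10x Genomics Single Cell 3' v2 kit, a droplet method that reads the 3' end of each transcript and tags each captured molecule with a unique molecular identifier (UMI). The labels gave the cancer type of each sample and no other grouping. Hepatocellular carcinoma (HCC, a cancer of hepatocyte-like cells) was given for 32 samples and intrahepatic cholangiocarcinoma (iCCA, a cancer of the bile ducts within the liver) for 14 samples. Replicate numbers were given in accession order within a cancer type and pair no samples.

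The matrix deposited by the authors held counts, per the file headers: whole numbers of UMIs per gene and cell, not normalised, for 18667 genes and 56721 cells. A second table held the authors' cell type label and a sample name for each cell. The aligner, the genome build, the annotation release, the filters and the treatment of doublets (2 cells in 1 droplet) are stated in neither the labels nor the file headers. The values showed at least 500 genes per cell, at least 22 cells per gene, and mitochondrial shares of up to 94.2% in a cell, so no limit on the mitochondrial share was visible. How the cell types were assigned was not stated either. The 7 labels were malignant cells, T cells, B cells, TAMs, TECs, CAFs and unclassified. TAMs, TECs and CAFs were read here as tumour-associated macrophages, tumour endothelial cells and cancer-associated fibroblasts. No row lacked a gene name, and 6 symbols stood on more than 1 identifier and were summed, which left 18661 symbols.

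A further sample name in the cell table consisted of a stem and, for some samples, a final letter. There were 37 stems, 25 in HCC and 12 in iCCA, and 7 of them were shared by 16 samples, with at most 3 samples per stem. The labels do not say whether a stem marks a patient. Samples entered the main comparisons as separate samples, and samples of a stem were summed or averaged as an alternative. No pair of samples within a cancer type agreed within sampling noise: the lowest chi-square per gene was 2.58 among 496 HCC pairs and 3.62 among 91 iCCA pairs.

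The design, the gene lists, the thresholds and most alternatives were fixed before the data were examined. For each cell type, counts were summed per sample over its cells, for samples with at least 20 cells of the type. The sums were tested across samples with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, cancer type as the only term). A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and log2 fold changes are iCCA minus HCC throughout. In the main setting a cell type was tested only with at least 3 samples in each cancer type; the alternatives were also fitted with 2, as for CAFs and B cells with a minimum of 50 cells, CAFs within set A, and TAMs and CAFs within set B. TECs had 18 HCC samples and 2 iCCA samples with 20 cells, so their genes and their fixed gene list were not tested. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry beside it. DESeq2 1.42.0 served as an alternative test. All permutation tests were two-sided, with 100000 resamples, or exact where a group had fewer than 10 samples.

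Single genes were named by a rule. For malignant cells, they were the 5 genes with the largest log2 fold change in each direction among called genes with an average log2 CPM (CPM being the counts of a gene scaled to a common library total) of at least 5. For each other cell type, they were the 3 in each direction that also had a mean CPM at least as high as in malignant cells. This was meant to keep free RNA of malignant cells from choosing the names, which it cannot do for genes near that limit. The genes of the fixed lists were added to the named genes.

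Shares of cell types were computed for the 42 samples with at least 50 annotated cells, leaving out unclassified cells. The share of malignant cells was taken over all annotated cells, and the share of each other type over the annotated non-malignant cells. Diversity of malignant cells was measured in samples with at least 20 malignant cells of at least 1000 UMIs. Each cell was thinned to 1000 UMIs and log-normalised, up to 50 cells were drawn per sample, and 30 principal components were fitted over 2000 variable genes. Diversity was the mean Euclidean distance of a sample's cells from their centroid. For sample specificity, 20 cells per sample and type were thinned likewise, and the share of the 20 nearest neighbours that came from the same sample was taken per cell and averaged per sample. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and scanpy 1.11.5 was used for these steps.

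Scrublet, a doublet caller, was run with an expected rate of 0.05 on the 41 samples with at least 100 cells. It marked 383 cells, 0.675% of all cells and 1.83% of the unclassified cells. Marked cells stayed in the main comparisons and were left out as an alternative.

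The tests across genes, the diversity measure and the neighbour shares were tested on simulated data. For the tests across genes, counts were drawn from the real means, library sizes and trended dispersions, with 200 genes changed by known folds. Dispersions of single genes around the trend were not simulated, so recovery in real data may be lower. For the diversity measure and the neighbour shares, cells of both simulated types were drawn from the mean profile of malignant cells. Their totals came from a fixed range rather than from real cells, and the changes in 200 genes were random. The share of changed genes among those tested that was recovered was 63.4% for malignant cells (8416 genes), 84.4% for T cells (4033 genes), 80.1% for TAMs (4975 genes), 73.8% for CAFs (3435 genes) and 52.1% for B cells (3963 genes). The share of false calls was 1.67%, 2.48%, 5.23%, 0.704% and 0.990% in the same order. Of genes changed by a log2 value of 1, 6.35%, 51.7%, 37.9%, 22.2% and 3.28% were recovered in that order. At a log2 value of 3 all were recovered, except in B cells with 89.6%. In 10 simulated samples of 18661 genes, the diversity of all 5 samples made more diverse lay above that of every other sample. The own-sample share was 16.3% in simulated samples with a shift of their own and 9.5% in a cell type without one, where chance gives 9.55%, so that this measure showed a rise of limited size for the simulated shift.

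Counts of a few genes showed that the samples fell into sets that the cancer type does not explain. Set B was defined, after the counts were seen, as the 12 samples with any UMI of RP1-17K7.2, and set A as the other 34 samples, which had none. Set B was made up of the last 12 samples in accession order, HCC 26 to 32 and iCCA 10 to 14, so that the replicate numbers also mark the set. Set A held 25 HCC and 9 iCCA samples and set B 7 HCC and 5 iCCA samples. These sets are called library sets here, and what made them differ is not given in the labels. All results with the library set as a term in the model (as a block) or within a library set, with cells of at most 20% mitochondrial UMIs, without the 11 HCC samples that had more cells than any iCCA sample, with each iCCA replicate left out, for a named gene without the library with its highest CPM, and for the fixed gene lists under other settings were chosen after seeing the data.

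The alternatives fixed beforehand were library sizes in place of TMM factors, DESeq2 size factors, the DESeq2 Wald test, no filter on low counts, a minimum of 50 cells, summed name stems, Scrublet-marked cells left out, log2 library size as a covariate, and genes over 10 times higher in malignant cells left out. For shares, diversity, relations and specificity they were other minimums, denominators, scales, thinning depths, numbers of components and neighbours, distance measures and random draws. Gene positions were taken from GENCODE release 29 on GRCh38, which held 18551 of the 18661 identifiers (99.4%); the build used by the authors is not stated, so positions describe the gene in that annotation and not the authors' alignment.

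Totals per sample ranged from 27402 to 119813396 UMIs, and summed libraries of a cell type from 27908 to 90299768 UMIs in malignant cells. Low libraries carry larger counting error, which the fitted dispersions include. Intervals and limits from counts of 0 (3 counts over the group) cover counting error only.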

Results

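The transcriptomes of 56721 single cells from 46 liver tumour samples were compared between 32 HCC samples and 14 iCCA samples. The series title puts the question as one of tumour evolution and clonality, so the comparisons covered the make-up of the captured cells, the expression differences within each cell type, the diversity of malignant cells within a sample and how specific cells were to their sample. The cells carried 502806559 UMIs, with a median of 3987 UMIs per cell.

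HCC samples held 1563 ± 1924 cells (SD, n = 32; range 17 to 7205) and iCCA samples 478 ± 467 cells (SD, n = 14; range 12 to 1440). The total per sample ranged from 34361 to 119813396 UMIs in HCC, with a median of 2997088, and from 27402 to 5066741 UMIs in iCCA, with a median of 1895034. The mean number of cells was lower in iCCA by a log2 difference of -1.33, which was not past the threshold (permutation p = 0.0629, adjusted p = 0.229 over 4 depth measures). The median number of UMIs per cell differed by a log2 value of -0.06 (permutation p = 0.821, adjusted p = 0.821). Of the 46 samples, 11 HCC samples had more cells than any iCCA sample. A malignant cell was annotated in all but 16 samples, of which 12 were HCC and 4 iCCA.

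The authors' labels were set against marker genes fixed beforehand. CD3D reached 880 CPM in T cells and at most 24.1 CPM in the other annotated types, CD79A reached 591 CPM in B cells and CD68 958 CPM in TAMs. VWF reached 1231 CPM in TECs and COL1A1 1540 CPM in CAFs. ALB, a hepatocyte transcript, reached 15559 CPM in malignant cells and 429 CPM in T cells, a cell type that should lack it. The median depth was 8444 UMIs in malignant cells and 2911 in T cells. The 8403 unclassified cells were left out of the comparisons.

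The samples also differed in a way the cancer type did not explain. In the 34 samples of library set A, MTRNR2L8 had a median of 60.9 CPM over all cells, and in the 12 samples of set B a median of 5807 CPM. CEBPD had medians of 102 and 18.6 CPM. There were 7 genes whose values did not overlap between the sets, among them RP1-17K7.2, which was used to define the sets, and none in 100 random splits of the same sizes; the sets were defined from these counts, so this number is partly circular. Both sets held both cancer types, and set B was made up of the last 12 samples in accession order.

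The first comparison asked how the make-up of the captured cells differed. Malignant cells made up 23.3% ± 29.1 of annotated cells in HCC (SD, n = 30) and 34.1% ± 34.2 in iCCA (SD, n = 12), a difference of 10.8 percentage points (permutation p = 0.306, adjusted p = 0.368 over 6 cell types). Among non-malignant cells, CAFs made up 6.88% ± 10.0 in HCC (n = 30) and 15.3% ± 15.4 in iCCA (n = 12), a difference of 8.42 points (permutation p = 0.0390, adjusted p = 0.234). T cells made up 54.2% ± 30.4 and 43.5% ± 30.4 in the same order (adjusted permutation p = 0.368), TAMs 16.4% ± 18.6 and 27.01% ± 31.8 (adjusted p = 0.368), TECs 13.9% ± 16.1 and 6.64% ± 8.77 (adjusted p = 0.368), and B cells 8.63% ± 16.6 and 7.51% ± 13.4 (adjusted p = 0.877). No share differed past the threshold, and the spread between samples exceeded the difference in every type. Within library set B the T cell difference was 3.38 points and within set A the B cell difference was 4.36 points, both opposite in direction to the pooled values of -10.7 and -1.12 points.

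**Figure D1:**
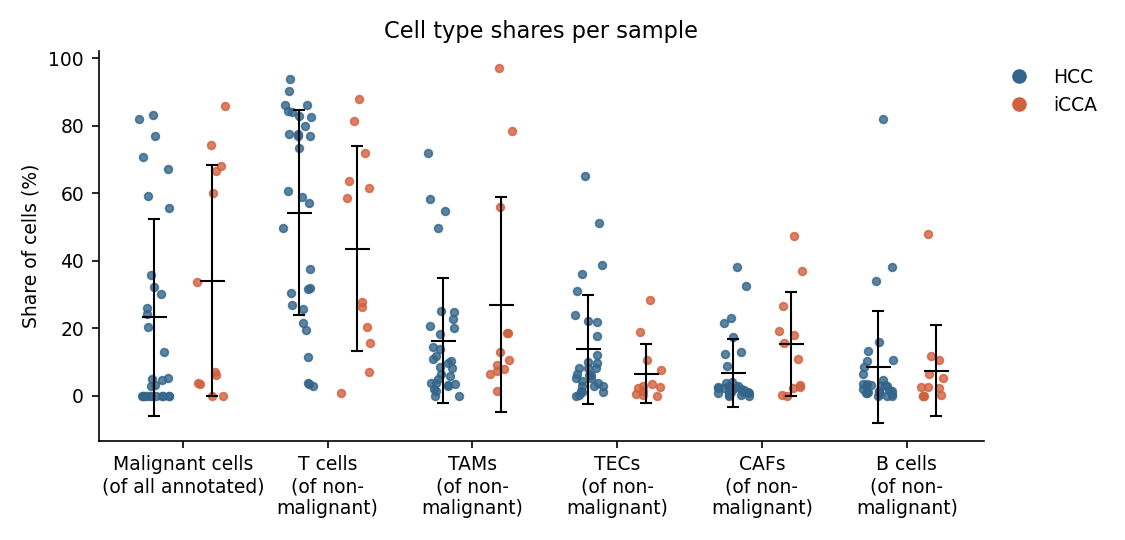
Share of cells in percent (y axis) by cell type (x axis), over all annotated cells for malignant cells and over the annotated non-malignant cells for the other types, in HCC and iCCA samples with at least 50 annotated cells; each point is 1 sample and the bars are the mean ± SD. The cancer types overlap in every cell type, including CAFs with means of 6.88% and 15.3%.

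Expression in malignant cells was compared between 19 HCC and 10 iCCA samples with at least 20 malignant cells. Of 8877 genes tested with edgeR, 1516 were called, 668 higher in iCCA and 848 higher in HCC. Of all alternatives, leaving out the low-count filter raised the count most, to 3244, and the smallest count was 204 within library set B, where 4 samples of each cancer type remained. Within set A 968 genes were called, and with the library set as a block 1432, of which 1339 were among the 1516. The balance of directions moved with the scaling: with library sizes in place of TMM factors 1498 genes were higher in iCCA and 584 higher in HCC, and the median log2 fold change of all genes was 0.37 in place of 0.02.

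Among called genes with an average log2 CPM of at least 5, the largest differences towards iCCA were those of SPINT2, KRT19, EPCAM, GSTP1 and CXCL6. SPINT2 (ENSG00000167642, chromosome 19, 38244035 to 38292614) had a log2 fold change of 7.16 ± 0.68 (SE, edgeR adjusted p = 2.53e-08) and lay above the HCC median in 10 of 10 iCCA samples, with a mean of 484 ± 305 CPM in iCCA (SD, n = 10) and 2.06 ± 3.90 CPM in HCC (SD, n = 19). KRT19 (ENSG00000171345, chromosome 17, 41523617 to 41528308) had a log2 fold change of 6.90 ± 1.15 (SE, edgeR adjusted p = 6.70e-05), with 1324 ± 1177 CPM in iCCA and 9.18 ± 28.4 CPM in HCC. EPCAM (ENSG00000119888, chromosome 2, 47345158 to 47387601) differed by 6.28 ± 0.96, GSTP1 (ENSG00000084207, chromosome 11, 67583595 to 67586656) by 6.15 ± 0.79 and CXCL6 (ENSG00000124875, chromosome 4, 73836497 to 73849064) by 5.81 ± 0.99 (log2, SE). EPCAM and GSTP1 were each at 0 counts in 1 of the 10 iCCA samples, and the spread of all 3 genes between iCCA samples was large, with CXCL6 at 316 ± 414 CPM (SD, n = 10).

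Towards HCC, the largest differences were those of CYP2A7, SULT2A1, ARG1, CCL16 and CDO1. None of these genes had a count in the 12627136 UMIs of the 10 iCCA libraries, so that only a lower bound of the fold can be given, against a floor of 3 counts over the iCCA libraries. Each bound divides the unweighted mean CPM of the HCC libraries by this pooled floor and holds only on that mixed basis. With HCC counts pooled as well, as the 24142 counts of CYP2A7 in 264951997 UMIs, the bounds of all 5 genes would be lower. CYP2A7 (ENSG00000198077, chromosome 19, 40875439 to 40882752) was at least 1774-fold higher in HCC (421 ± 750 CPM; SD, n = 19), and it was detected in 13 of 19 HCC samples; without HCC 17, the highest, the mean was 316 CPM and the gene fell below the low-count filter, so that it was not tested. This gene has near-identical relatives in the genome, between which the authors' counting could have divided reads. SULT2A1 (ENSG00000105398, chromosome 19, 47870466 to 47886397) was at least 742-fold higher and detected in 19 of 19 HCC samples. ARG1 (ENSG00000118520, chromosome 6, 131573144 to 131584332) was at least 662-fold higher and detected in 19, CCL16 (ENSG00000275152, chromosome 17, 35976493 to 35981496) at least 379-fold and in 16, and CDO1 (ENSG00000129596, chromosome 5, 115804733 to 115816954) at least 365-fold and in 18 of the HCC samples. The edgeR adjusted p of the 5 genes lay between 3.58e-06 and 0.00294. All positions are spans of protein-coding genes in GENCODE 29 on GRCh38.

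**Figure D2:**
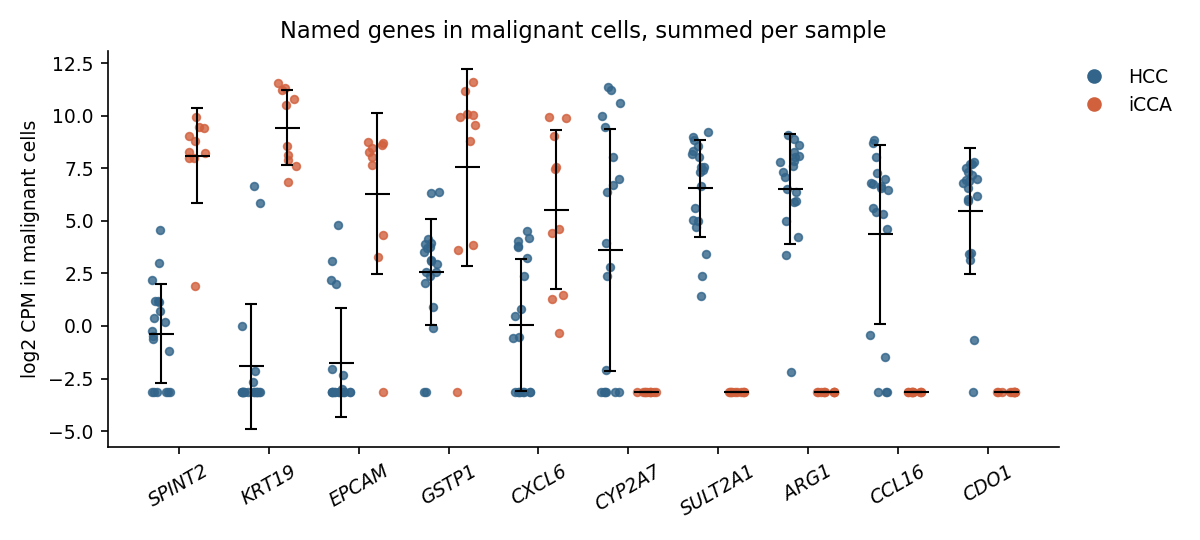
Log2 CPM in malignant cells (y axis) of the 10 genes with the largest differences (x axis) in 19 HCC and 10 iCCA samples; each point is 1 sample and the bars are the mean ± SD. Points at -3.15 are samples with a count of 0, where all 10 iCCA samples lie for CYP2A7, SULT2A1, ARG1, CCL16 and CDO1.

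Of the 4 gene sets fixed beforehand, the hepatocyte set of 15 genes had a median log2 fold change of -5.72 (camera adjusted p = 2.16e-26) and the biliary set, with 14 of 15 genes tested, one of 2.07 (camera adjusted p = 6.54e-10). The largest camera p of these sets came from estimating the correlation within each set, with adjusted values of 0.000239 and 0.00191, and both sets also passed under fry. In the hepatocyte set 13 genes were called over all genes and 14 adjusted over the list alone, all lower in iCCA; in the biliary set 8 were called over all genes and 10 adjusted over the list alone, all higher in iCCA. The proliferation set (median 0.05, adjusted p = 0.225) and the hypoxia set (median 0.03, adjusted p = 0.225) did not differ past the threshold under camera. No proliferation gene was called in the main setting, and 1, MKI67, was called over the list alone with library size as a covariate, higher in iCCA (list adjusted p = 0.00211). In the hypoxia set 2 genes were called, both over all genes and adjusted over the list alone. CA9 (ENSG00000107159, chromosome 9, 35673856 to 35681159) was higher in iCCA by a log2 value of 3.21 ± 0.98 (SE) and BNIP3 (ENSG00000176171, chromosome 10, 131966455 to 131982013) lower by -1.83 ± 0.58 (SE); neither was called with a minimum of 50 cells, where the edgeR adjusted p was 0.112 and 0.0660, or within library set A, where it was 0.0852 and 0.0975. Within set B, BNIP3 was not called (edgeR adjusted p = 0.432) and CA9 was not tested. BNIP3 was also not called with library sizes alone (edgeR adjusted p = 0.0611), with library size as a covariate (0.0529) and without the 11 largest HCC samples (0.122).

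In T cells, 28 HCC and 8 iCCA samples were compared and no gene of 4383 was called with edgeR. At an unadjusted p under 0.05 there were 246 genes, and the DESeq2 Wald test called 15. Leaving out the low-count filter gave 114 calls in edgeR, the largest change among the alternatives. None of the 16 T cell genes fixed beforehand was called, either over all genes or adjusted over the list alone. PRF1 came closest, at a log2 fold change of -1.02 ± 0.33 (SE, edgeR list adjusted p = 0.0535), with 0 of the 8 iCCA samples above the HCC median. It was called over the list with name stems summed (edgeR list adjusted p = 0.0294) and without the low-count filter (0.0247), but within set A the value was 0.226. In B cells (14 HCC and 4 iCCA samples) no gene of 4232 was called with edgeR, 119 had an unadjusted p under 0.05, and DESeq2 called 3.

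In TAMs, 21 HCC and 8 iCCA samples were compared, and 14 of 5377 genes were called with edgeR, 4 higher in iCCA and 10 higher in HCC. Of these 14, 6 were over 10 times higher in malignant cells than in TAMs, all of them higher in HCC. The count depended on the setting: without the low-count filter it was 49, of which 36 were higher in iCCA, and without the 11 HCC samples that had more cells than any iCCA sample it was 0. With a minimum of 50 cells, over 15 HCC and 4 iCCA samples, it was again 14, but 11 were higher in iCCA and 2 were among the main 14. With name stems summed, over 15 HCC and 7 iCCA samples, it was 2, both higher in HCC and both among the main 14. With the library set as a block 3 genes were called, all among the 14, within set A 2, and within set B, with 2 samples of each cancer type, 0. By the naming rule, CCL17, OLR1 and GCHFR stood highest towards iCCA and FABP5 towards HCC.

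CCL17 (ENSG00000102970, chromosome 16, 57404767 to 57416062) had a log2 fold change of 3.87 ± 0.82 (SE, edgeR adjusted p = 0.0292), but 1 library decided this value. iCCA 13 had 1699 CPM, the mean over iCCA was 217 ± 599 CPM (SD, n = 8), 4 of the 8 iCCA samples had no count, and only 2 lay above the HCC median. The mean log2 CPM was lower in iCCA (2.30 ± 4.08; SD, n = 8) than in HCC (2.56 ± 2.62; SD, n = 21), and under DESeq2 the log2 fold change was -1.49. Without iCCA 13 it was -1.42 (edgeR adjusted p = 0.850). OLR1 (ENSG00000173391, chromosome 12, 10158301 to 10172138) differed by 1.95 ± 0.41 (SE, edgeR adjusted p = 0.0292), with 230 ± 170 CPM in iCCA and 59.7 ± 36.04 CPM in HCC. GCHFR (ENSG00000137880, chromosome 15, 40764020 to 40767710) differed by 1.93 ± 0.44 (SE, edgeR adjusted p = 0.0444), with 179 ± 284 CPM in iCCA and 48.7 ± 34.6 CPM in HCC. It met the naming rule narrowly, at 113.8 CPM in TAMs against 113.1 CPM in malignant cells. Free RNA of malignant cells was therefore not excluded for this gene, and it was not tested. The call of GCHFR rested on iCCA 8, which had 874 CPM of it. Without that sample GCHFR differed by 0.79 (edgeR adjusted p = 0.698), with a mean of 79.7 ± 47.7 CPM in iCCA (SD, n = 7). OLR1, at 440 CPM in iCCA 8, changed little in size without that sample. It differed by 1.75, with a mean of 200 ± 159 CPM in iCCA (SD, n = 7), but was not called (edgeR adjusted p = 0.0839). OLR1 lay above the HCC median in 6 of the 8 iCCA samples, and above the iCCA median in 0 HCC samples. FABP5 (ENSG00000164687, chromosome 8, 81280363 to 81284777) differed by -1.90 ± 0.40 (SE, edgeR adjusted p = 0.0292), with 213 ± 67.4 CPM in iCCA and 744 ± 471 CPM in HCC, and 19 of 21 HCC samples lay above the iCCA median; it stayed called without its highest library, HCC 7 (-1.75, edgeR adjusted p = 0.0407). With the library set as a block, the adjusted p of OLR1, GCHFR and FABP5 was 0.0546, 0.0603 and 0.0671, and none of them was called. With name stems summed no gene was called higher in iCCA, so that CCL17, OLR1 and GCHFR lost their calls there too. Of the 15 TAM genes fixed beforehand none was called over all genes, and 1, FOLR2, was called adjusted over the list alone, at a log2 fold change of -1.69 ± 0.53 (SE); it was not called within set A or with the library set as a block.

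In CAFs, 12 HCC and 4 iCCA samples were compared, and 9 of 3608 genes were called with edgeR, all higher in iCCA. The count changed to 50 with the library set as a block, of which 11 were higher in HCC and 6 were among the 9, and to 0 without iCCA 14 and with a minimum of 50 cells; without iCCA 12 it was 39. Within set A, where 2 iCCA samples remained, 10 genes were called, 5 in each direction, and 2 of them were among the 9. The named genes were MTRNR2L1 (ENSG00000256618, chromosome 17, 22523111 to 22524663), MTRNR2L8 (ENSG00000255823, chromosome 11, 10507887 to 10509189) and MTRNR2L12 (ENSG00000269028, chromosome 3, 96617188 to 96618236), which are nuclear copies of a mitochondrial ribosomal RNA gene and whose counts are uncertain because reads can be divided between the copies. Their log2 fold changes were 6.69 ± 1.17, 5.42 ± 1.05 and 4.88 ± 0.94 (SE). Over all cells of a sample, their medians were 38.3 to 200 times higher in library set B than in set A, with overlapping values. With the library set as a block the edgeR adjusted p lay between 0.240 and 0.439, so that none of the 3 was called. The log2 fold changes within set A were 1.46, 0.78 and 0.35. Set B held CAFs of 2 samples of each cancer type, where MTRNR2L8 reached at most 1553 CPM in HCC and 37478 CPM in iCCA 14. Each of the 3 was also not called without the library with its highest CPM, iCCA 12 for MTRNR2L1 and iCCA 14 for the others (edgeR adjusted p between 0.0533 and 0.290).

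Of the 13 CAF genes fixed beforehand, 8 were called adjusted over the list alone, 7 of them higher in iCCA, and 1 over all genes. This was MMP11 (ENSG00000099953, chromosome 22, 23768226 to 23784316), higher by a log2 value of 3.90 ± 0.66 (SE), with 4 of 4 iCCA samples above the HCC median; without iCCA 14 its log2 fold change was 1.98 and it was not called. The other genes higher in iCCA over the list alone were LUM (2.24 ± 0.67), PDGFRA (2.22 ± 0.72), FAP (1.92 ± 0.58), COL1A1 (1.25 ± 0.46), COL1A2 (1.09 ± 0.37) and COL3A1 (1.01 ± 0.41), and RGS5 was lower (-1.26 ± 0.53; log2, SE). Without iCCA 14 the list gave 3 calls.

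The diversity of malignant cells within a sample was compared to ask how heterogeneous tumours of each cancer type were. It was 8.82 ± 1.49 in HCC (SD, n = 18) and 8.18 ± 1.41 in iCCA (SD, n = 10), in units of distance over 30 components, a difference of -0.64 (permutation p = 0.279). The difference did not hold across measures and library sets. Measured as 1 minus the correlation of a cell with its sample's other cells, diversity was higher in iCCA (0.262 ± 0.0353, n = 10) than in HCC (0.217 ± 0.0386, n = 18; permutation p = 0.00556). Within library set A, where the components were fitted anew, the difference was -1.52 (15 and 6 samples; exact permutation p = 0.0328), and within set B it was 1.87 (3 and 4 samples; exact permutation p = 0.229). With the library set as a block it was -0.84 (permutation p = 0.170). Diversity was not related past the threshold to the median number of UMIs of a sample's malignant cells, with r = 0.123 in HCC (permutation p = 0.626; rho = 0.191, p = 0.447; r = 0.0925 without the 2 farthest samples) and r = -0.294 in iCCA (permutation p = 0.462; rho = -0.248, p = 0.493; r = -0.317).

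**Figure D3:**
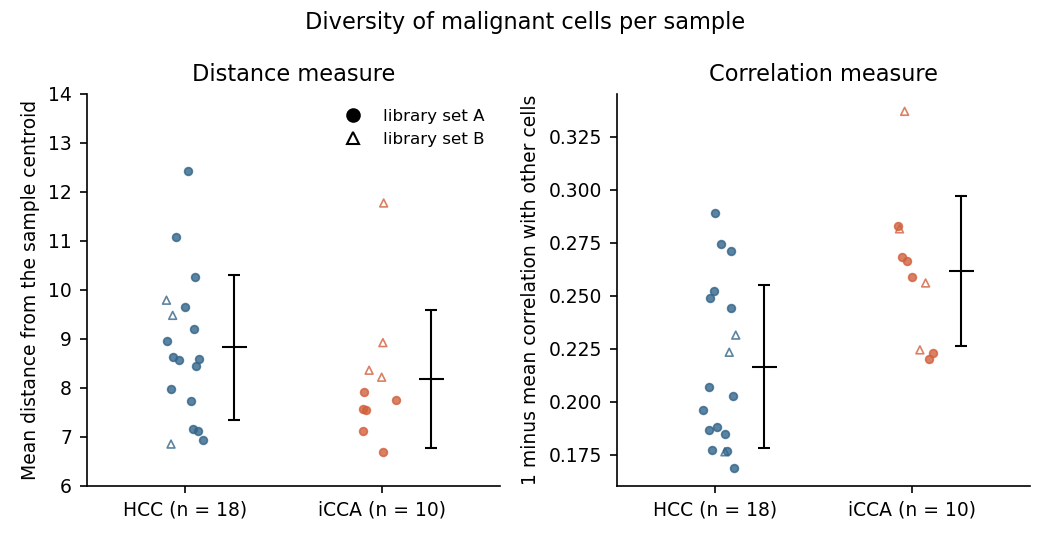
Diversity of malignant cells per sample in HCC and iCCA, as the mean distance from the centroid and as 1 minus the correlation with the sample's other cells (y axes); each point is 1 sample, its marker gives the library set, and the bars are the mean ± SD. The means are 8.82 in HCC and 8.18 in iCCA by distance, and 0.217 and 0.262 by correlation.

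Diversity was set against SPP1, VEGFA and HIF1A in malignant cells and the mean of GZMA and PRF1 in T cells, within each cancer type, to ask whether it goes with measures the field links to it. These were 8 relations. The largest positive r was 0.340 for HIF1A in iCCA (n = 10; permutation p = 0.370, adjusted p = 0.769; rho = 0.0424, p = 0.918; r = 0.596 without the 2 farthest samples). In HCC, SPP1 gave r = 0.183 (n = 18; permutation p = 0.469, adjusted p = 0.769; rho = 0.245, p = 0.328), and r = -0.220 without the 2 farthest samples. The largest r in size was that of the T cell measure in iCCA, r = -0.395 (n = 6; exact permutation p = 0.426; rho = -0.429, p = 0.419) and r = 0.686 without the 2 farthest samples. No relation passed the threshold, and the lowest adjusted p was 0.769. With diversity by the correlation measure, HIF1A in HCC gave r = 0.543 (n = 18; permutation p = 0.0214, adjusted p = 0.171; rho = 0.587, p = 0.0119), which did not pass it after adjustment either.

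SPP1 (ENSG00000118785, chromosome 4, 87975650 to 87983426) encodes osteopontin, a secreted protein made by malignant cells and macrophages. In malignant cells it was higher in iCCA by a log2 value of 2.28 ± 0.92 (SE, edgeR adjusted p = 0.0839), which was not called, and with library sizes in place of TMM factors by 2.62 (edgeR adjusted p = 0.0345), which was called. In TAMs the difference was -0.07 ± 0.87 (SE), and it was 0.62 with the library set as a block, 0.01 within set A and 4.46 within set B (unadjusted edgeR p = 0.00103), where 2 samples of each cancer type remained; there it was called over the fixed TAM list alone (adjusted p = 0.0154) and not over all genes (adjusted p = 0.9995). Over the samples with both cell types, log2 CPM in malignant cells minus that in TAMs was 0.50 ± 5.42 in iCCA (SD, n = 7) and -2.02 ± 3.94 in HCC (SD, n = 16). The difference of 2.52 was not past the threshold (exact permutation p = 0.220), so that the effect in malignant cells was not shown to differ from that in TAMs.

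The last comparison asked whether malignant cells were more specific to their sample than the other cells of the same samples. The share of the nearest neighbours of a malignant cell that came from the same sample was 70.2% ± 16.4 and that of a T cell 34.2% ± 10.48 (SD, n = 22), where chance gives 4.33%. Malignant cells were higher by 36.02 points in 21 of 22 samples (permutation p = 2e-05, adjusted p = 4e-05 over 4 cell types). Against TAMs the difference was 41.99 points, in 23 of 23 samples (permutation p = 1e-05, the smallest the resamples can give; adjusted p = 4e-05). Against TECs it was 21.4 points, in 11 of 12 samples (adjusted permutation p = 0.00200), and against CAFs 22.03 points, in 9 of 9 samples (exact sign-flip p = 0.00391, adjusted p = 0.00391). Within library set A all 4 differences were past the threshold, at 35.5, 40.1, 23.3 and 20.04 points. Within set B the T cell difference was 29.1 points over 5 samples (exact permutation p = 0.125) and the TAM difference 24.5 points over 4 samples (exact permutation p = 0.125), where the smallest p that 4 pairs allow is 0.125 and that 5 pairs allow is 0.0625. With 1 sample per name stem, the difference was 35.6 points against T cells (n = 20).

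**Figure D4:**
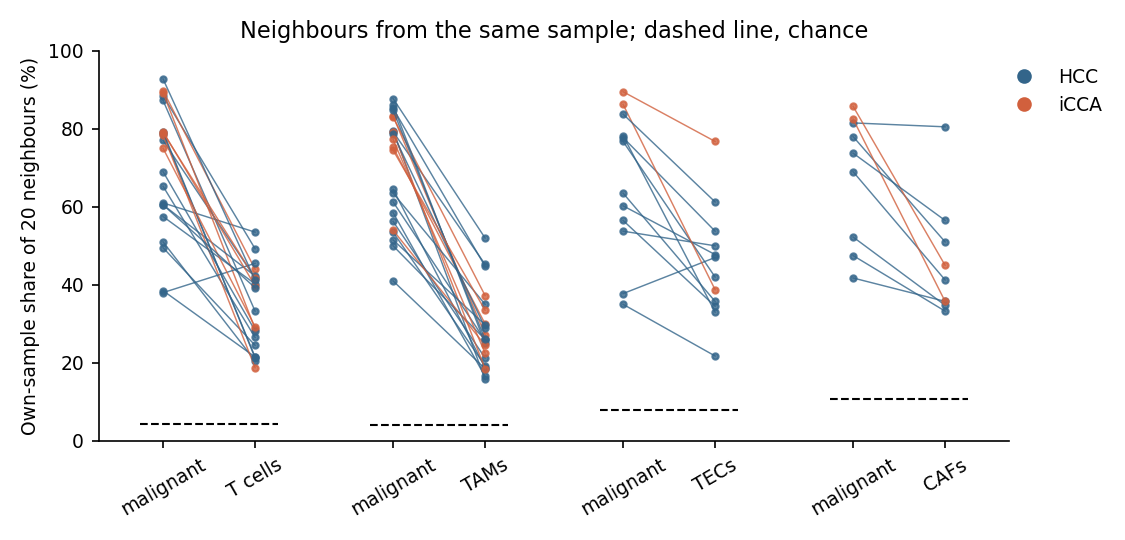
Share of nearest neighbours from the same sample in percent (y axis) for malignant cells and for T cells, TAMs, TECs and CAFs of the same samples (x axis); each line joins the values of 1 sample, and dashed lines give the share that chance gives. Malignant cells are higher in 21 of 22 samples against T cells and in 23 of 23 against TAMs.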

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

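The tests of the ALB level against free RNA and damaged cells, the test of lineage markers beside hepatocyte genes, the placing of iCCA 6 between the cancer types and the test of damaged cells in iCCA 11 were chosen after the result they measure was seen; the others in this part were set down before. Far samples were looked for in 34 groups of 4 to 10 samples, and 5 groups had one, where chance gives about 1 in 20.

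SPINT2 and EPCAM were low in malignant cells of iCCA 6, 1 sample far from the others in each gene. SPINT2 stood at a log2 CPM of 1.92 (3 counts), with the nearest sample, iCCA 12, at 7.999, and EPCAM at -3.15 (0 counts), with the nearest, iCCA 5, at 3.28. A small library is argued against: at the level of the next lowest sample, the 662473 malignant UMIs of iCCA 6 would have held 6.01 counts of EPCAM and 177 of SPINT2. A mislabelled sample was not settled by likeness over all genes, since the sample most alike in malignant cells was an iCCA sample (rho = 0.750) but an HCC sample came at rank 2 (rho = 0.722). It is argued against by the 1615 genes called without iCCA 6, SPINT2 and EPCAM left out. On a scale with the HCC mean at 0 and the iCCA mean at 1, iCCA 6 stood at 0.720, above every HCC sample (at most 0.517), although below every other iCCA sample (at least 0.810). The hepatocyte set stood at 11092 CPM, against at least 22553 CPM in every HCC sample. Cells of another type were tested with 5 marker sets, of which 1, the B cell set with 11 UMIs, was highest in iCCA 6 among the iCCA samples. Taken as written, that outcome spoke for the explanation. The weighing by level was added after it was seen: no marker set reached more than 1.45% of its level in its own cell type, which is too little to dilute SPINT2 or EPCAM. What stays open is a difference between tumours, which may lie behind the 34 malignant cells of this sample and was not tested.

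CA9 was at a log2 CPM of -3.15 (0 counts) in malignant cells of iCCA 12, with the nearest sample, iCCA 9, at 4.43. At the level of iCCA 9 its 265207 malignant UMIs would have held 7.17 counts, which argues against a small library as the cause. The sample held 33 malignant cells, and a biological difference between tumours was not tested.

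CCL17 was high in TAMs of iCCA 13, at a log2 CPM of 10.89, with the nearest sample, iCCA 5, at 4.09. Free RNA is argued against, since the level in TAMs was 157 times that in T and malignant cells of the sample. A few cells explain most of the value: 2 of its 47 TAMs held 77.1% of the 555 CCL17 UMIs, and 15 TAMs held any. The level of CCL17 in this sample may therefore reflect a rare cell state or a few cells of another kind among those labelled TAMs, and these were not told apart.

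Diversity was high in iCCA 11, at 11.8, with the nearest sample, iCCA 10, at 8.92. Doublets (2 cells in 1 droplet) stay open: iCCA 11 kept rank 1 among iCCA samples without Scrublet-marked cells, but Scrublet marked 1 of its 202 cells and none of its malignant cells, so that this could hardly have come out otherwise. Damaged cells are argued against as the whole cause, since it also kept rank 1 with cells of at most 20% mitochondrial UMIs, at 10.0 against at most 8.03 in the others, although its value fell and 36.4% of its malignant cells lay above that limit. Depth is argued against, since it stood at rank 7 of 10 by the median UMIs of malignant cells. The sample belongs to library set B, whose iCCA samples were all higher than those of set A, as given under the other observations, so that the library set may contribute, and a broader mixture of malignant cells was not tested.

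The unclassified cells, which no comparison used, carried a signal of ALB, the main transcript of hepatocytes, at 12588 CPM, against 429 CPM in T cells. Free RNA as the source is argued against: over 32 samples with 20 cells of both kinds, the median ratio of ALB in unclassified cells to T cells, the latter taken at no less than 3 counts, was 12.7, and it exceeded 3 in 27 of them, including 8 of 10 samples with no annotated malignant cell. Damaged cells are a candidate explanation for a part: among the 1265 unclassified cells with over 5% hepatocyte transcripts, 60.2% lay above the limit of 20% mitochondrial UMIs, against 17.96% of malignant cells with such a share. These cells were unevenly spread, with 66.8% of them in 3 samples. Doublets could not be settled. At equal depth 0.887% of unclassified cells carried markers of 2 or more lineages, against at most 0.5% of an annotated type, which is the direction that doublets predict. Of the cells with a high hepatocyte share, 4.58% carried at least 2 markers of another lineage, against 0.457% of malignant cells, but the markers missed 30.1% to 68.1% of annotated non-malignant cells at this depth, so that neither number can be told apart from a larger or smaller share of doublets. EPCAM and KRT19 stood at 33.4 and 71.3 CPM in unclassified cells, against 12.1 and 89.9 CPM in malignant cells. KRT18 and KRT8 were lower, at 277 and 206 CPM against 695 and 464 CPM. Whether some of the unclassified cells are non-malignant hepatocytes, or malignant cells without that label, was not tested.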

How the results depend on the processing

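Values within or with the library set, with a limit on mitochondrial UMIs, without the 11 largest HCC samples, with 1 iCCA replicate left out, for named genes without the library with the highest CPM, and for the fixed lists under other settings were chosen after seeing the data, as were all counts of other splits of the samples. No paired comparison of HCC with iCCA was possible because the replicate numbers were given in accession order and pair no samples. For the genes of TECs, none of the 9 alternatives set beforehand was run, since only 2 iCCA samples had enough cells. The relations had no value within set B, the iCCA T cell relation none within set A, and TECs and CAFs none for specificity within set B, since too few samples remained.

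Over 34 results of the comparisons, 245 of 311 values under an alternative kept their direction and their side of the threshold (for a count, stayed within 1.5 times), among them 160 of the 194 set beforehand. A count within this limit can hold other genes. Of 28 single genes, 342 of 407 values did. Single genes were scored on the p adjusted over all genes. A gene called over its fixed list alone thus counted as unchanged while it stayed uncalled over all genes. FOLR2 did so in 14 of 14 values, although its list call was lost under several settings. The shares of malignant cells, TAMs, TECs and CAFs kept their direction and their side of the threshold under all their alternatives. So did the 4 gene sets and the specificity against TECs and CAFs. The hepatocyte set ranged from -7.61 to -5.13 and the biliary set from 2.03 to 2.38. The medians of the proliferation and hypoxia sets went below 0 with name stems summed, a minimum of 50 cells and within set A, where the test pointed to iCCA.

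Counts of called genes changed most. In 100 splits of the samples, the real one included, the number with as many genes was 1 for malignant cells, 2 for TAMs, 1 for CAFs, and 100 for both T cells and B cells, where the real count was 0. The DESeq2 Wald test gave 15 genes in T cells, 32 in TAMs, 33 in CAFs and 3 in B cells. Without the low-count filter there were 3244 in malignant cells, 114 in T cells, 49 in TAMs, 47 in CAFs and 2 in B cells, more genes being tested. With name stems summed there were 1003 in malignant cells and 2 in TAMs. A minimum of 50 cells gave 3 in T cells and 0 in CAFs, with fewer samples, and 14 in TAMs, of which 11 were higher in iCCA and 2 among the main 14. Library size as a covariate gave 2 in T cells, 1 in TAMs and 5 in CAFs. Leaving out genes over 10 times higher in malignant cells gave 5 in TAMs. Without the 11 largest HCC samples there were 580 in malignant cells and 0 in TAMs and CAFs. With the library set as a block there were 3 in TAMs and 50 in CAFs. Within set A there were 968 in malignant cells, 1 in T cells, 2 in TAMs and 10 in CAFs, of which 5 were higher in HCC, and within set B 204 in malignant cells, 0 in TAMs and 3 in CAFs. Leaving out each iCCA replicate gave 0 to 39 in CAFs and 0 throughout in B cells. In malignant cells library sizes alone gave 1498 higher and 584 lower in iCCA, DESeq2 size factors 976 and 747, and the Wald test 1214 and 897, against 668 and 848. With library sizes alone the median log2 fold change of all genes moved from 0.02 to 0.37 in malignant cells and from -0.08 to 0.26 in B cells, so that directions there are relative to it.

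In the fixed lists, T cells had 1 call over the list alone without the low-count filter and with name stems summed, PRF1, lower in iCCA in both. TAMs had 2 with a minimum of 50 cells and 0 with name stems summed, the covariate, the mitochondrial limit, without the 11 largest HCC samples, with the library set as a block and within set A. Within set B they had 1, SPP1, higher in iCCA, opposite in direction to FOLR2. CAFs had 3 with a minimum of 50 cells, and leaving out each iCCA replicate gave 3 to 9. In malignant cells the hypoxia list had 4 calls with the covariate, 3 of them higher in iCCA, 1 with library sizes alone and without the 11 largest HCC samples, and 0 with a minimum of 50 cells and within each library set, against 2. The proliferation list had 1 with the covariate and 0 under the other settings. Calls in the hepatocyte list lay between 11 and 14, all higher in HCC, and in the biliary list between 8 and 12, all higher in iCCA.

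Among the other results, these changed direction or side of the threshold, and the cause was not tested except where said. T cell shares differed by 3.38 points within set B, and B cell shares by 0.973 points with a minimum of 200 annotated cells and 4.36 points within set A. Diversity differed by 0.0452 by the correlation measure, by -1.52 within set A and by 1.87 within set B. In HCC the relation to SPP1 was r = -0.220 without the 2 farthest samples and -0.0409 within set A, that to VEGFA -0.213 without the 2 farthest samples, and that to the T cell measure 0.0799 at 2000 UMIs, 0.0816 with 10 components and 0.0497 by the correlation measure. In iCCA the relation to SPP1 was -0.168 by the correlation measure and -0.547 without the 2 farthest samples, that to VEGFA -0.390 within set A, and that to the T cell measure 0.686 without the 2 farthest samples. SPP1 in malignant cells was called at 2.62 with library sizes alone, and its adjusted p over the alternatives lay between 0.0345 and 0.714. SPP1 in TAMs was 0.0103 within set A, 4.46 within set B and 0.62 with the library set as a block. Specificity was 29.1 points against T cells and 24.5 points against TAMs within set B, where the number of samples cannot reach the threshold.

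CCL17 in TAMs reversed to -1.49 under DESeq2, -1.12 with a minimum of 50 cells and -1.56 within set A. Of the single genes, the 10 named in malignant cells stayed called wherever they were tested. Without the library with the highest CPM, CYP2A7 was not tested, and CCL17, OLR1, GCHFR and the 3 MTRNR2L genes were not called. COL1A1, COL1A2 and COL3A1 became called over all genes with the library set as a block.

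In simulated data at the real library sizes, B cells had the lowest share of changed genes recovered, 52.1%, so that a count of 0 there leaves room for changes of moderate size. In T cells 51.7% of genes changed by a log2 value of 1 were recovered, so the count of 0 there leaves room for changes of that size.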

Other observations

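The tests with library sets, of the near-identical copies, of the TAM genes, MTSS1 among them, and of free RNA in TAMs were chosen after the result was seen; the tests of the correlation measure, of name stems, of HCC 10 and HCC 12 and of T cells without genes of malignant cells were set down before. The pair HCC 10 and HCC 12 was singled out after its values were seen.

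The library sets differed in MTRNR2L8 within each of the 7 cell labels, with a ratio of the median CPM in set B to set A between 15.96 and 149, so a difference in cell types is argued against. All 10 MTRNR2L genes had a higher mean in set B, which reads shared between near-identical copies could produce, but these genes were noticed for this pattern and the number decides nothing. A change in library preparation, sequencing or read processing between the sets may lie behind the pattern, and the labels name none; set B closes the accession order, as a set of samples handled together could. Of the 3 MTRNR2L genes named in CAFs, 0 were called with the library set as a block. With CAFs of 2 samples of each cancer type in set B, this cannot assign their source to the library set alone. MTRNR2L8 in CAFs reached at most 464 CPM in set A. Within set B it reached at most 1553 CPM in HCC and 37478 CPM in iCCA 14, so the cancer type was not excluded as a source. Of the 8 genes called in TAMs that are not over 10 times higher in malignant cells, 1 was called with the library set as a block while all 8 kept their direction. The 1 gene was MTSS1 (ENSG00000170873, chromosome 8, 124550790 to 124728429), lower in iCCA by a log2 value of -4.14 ± 0.68 (SE) and by -4.15 with the library set as a block (adjusted p = 0.00802), which argues against the library set as the whole cause; 5 of the 8 iCCA samples had no count of it. Among the other 7 genes, CCL17, OLR1 and GCHFR each lost their call without 1 library. It was iCCA 13, of set B, for CCL17 and iCCA 8, of set A, for OLR1 and GCHFR. Without that library their log2 fold changes were -1.42, 1.75 and 0.79, and none of them was called, although OLR1 changed little in size. Neither the library set nor the cancer type was therefore shown as their source. For the rest of the 7 genes these sources cannot be told apart with 2 samples of each cancer type in set B.

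Of the 37 tested genes that are over 10 times higher in malignant cells than in TAMs, 31 changed in TAMs in the direction of malignant cells (exact binomial p = 4.13e-05). Their median log2 fold change was -2.06, against -0.01 for the other genes. The binomial p counts genes of the same libraries as independent, so it does not measure variation between samples. Free RNA of malignant cells in the TAM libraries would give this shared direction. Uptake of malignant material by macrophages would look alike and was not tested.

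The higher diversity of iCCA by the correlation measure may come from a few abundant genes. The 50 most abundant genes took 34.3% ± 6.31 of UMIs in HCC (SD, n = 18) and 25.3% ± 4.81 in iCCA (SD, n = 10; permutation p = 0.00031), and without them the difference was no longer past the threshold (permutation p = 0.699). Within iCCA, diversity by distance was 7.43 ± 0.45 in the 6 samples of set A and 9.31 ± 1.66 in the 4 samples of set B (SD; exact permutation p = 0.00476), with no overlap (at most 7.91 and at least 8.21). Within HCC the sets did not differ past the threshold (8.84 ± 1.52 in 15 samples and 8.70 ± 1.61 in 3; exact permutation p = 0.885). Whether the difference between sets differs between the cancer types was not tested.

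Samples whose names share a stem were alike in malignant cells. Of 8 samples with a stem mate and enough malignant cells, 7 were most alike to a mate (permutation p = 1e-05, the smallest the resamples can give). The median rho was 0.849 over 4 pairs of mates and 0.631 over other pairs of a cancer type. This is consistent with a stem marking malignant cells of 1 tumour, which the labels do not say.

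HCC 10 and HCC 12 share a stem and differed in SPP1 in malignant cells, at 2.55 CPM and 1814 CPM. Free RNA is argued against, since SPP1 was 13.1 times higher in malignant cells than in T cells of HCC 12. A mislabelled sample is less clear: HCC 12 had rank 1 among the samples most alike to HCC 10, which as set down beforehand spoke against mislabelling, but HCC 10 had only rank 5 among those most alike to HCC 12 (rho = 0.722, the lowest of the stem mates). Mislabelling and a difference between parts of 1 tumour therefore cannot be told apart here.

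T cells also lay near other T cells of their own sample, more than the chance share of 4.33% gives. Without genes over 10 times higher in malignant cells the own-sample share was 30.2%, against 34.2% with all genes, which argues against free RNA of malignant cells as the whole cause. Within library set A it was 33.5%, which argues against the library set as the whole cause. Differences in T cell states between patients could add to it and were not tested.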
